# Single-cell analysis of skin immune cells reveals an Angptl4-ifi20b axis that regulates monocyte differentiation during wound healing

**DOI:** 10.1038/s41419-022-04638-7

**Published:** 2022-02-24

**Authors:** Wei Kiat Jonathan Wee, Zun Siong Low, Chin Kiat Ooi, Benjamin Patrana Henategala, Zhi Guang Ridley Lim, Yun Sheng Yip, Marcus Ivan Gerard Vos, William Wei Ren Tan, Hong Sheng Cheng, Nguan Soon Tan

**Keywords:** Acute inflammation, Acute inflammation

## Abstract

The persistent inflammatory response at the wound site is a cardinal feature of nonhealing wounds. Prolonged neutrophil presence in the wound site due to failed clearance by reduced monocyte-derived macrophages delays the transition from the inflammatory to the proliferative phase of wound healing. Angiopoietin-like 4 protein (Angptl4) is a matricellular protein that has been implicated in many inflammatory diseases. However, its precise role in the immune cell response during wound healing remains unclear. Therefore, we performed flow cytometry and single-cell RNA sequencing to examine the immune cell landscape of excisional wounds from Angptl4^+/+^ and Angptl4^−/−^ mice. Chemotactic immune cell recruitment and infiltration were not compromised due to Angptl4 deficiency. However, as wound healing progresses, Angptl4^−/−^ wounds have a prolonged neutrophil presence and fewer monocyte-derived macrophages than Angptl4^+/+^ and Angptl4^LysM−/−^ wounds. The underlying mechanism involves a novel Angptl4-interferon activated gene 202B (ifi202b) axis that regulates monocyte differentiation to macrophages, coordinating neutrophil removal and inflammation resolution. An unbiased kinase inhibitor screen revealed an Angptl4-mediated kinome signaling network involving S6K, JAK, and CDK, among others, that modulates the expression of ifi202b. Silencing ifi202b in Angptl4^−/−^ monocytes, whose endogenous expression was elevated, rescued the impaired monocyte-to-macrophage transition in the in vitro reconstituted wound microenvironment using wound exudate. GSEA and IPA functional analyses revealed that ifi202b-associated canonical pathways and functions involved in the inflammatory response and monocyte cell fate were enriched. Together, we identified ifi202b as a key gatekeeper of monocyte differentiation. By modulating ifi202b expression, Angptl4 orchestrates the inflammatory state, innate immune landscape, and wound healing process.

## Introduction

Poor healing wounds are a silent epidemic affecting a large fraction of the world population, often overshadowed by comorbid conditions such as diabetes [1]. The biomedical and socioeconomic burdens are expected to worsen as the population ages. Patients with poor healing wounds frequently find themselves forced to choose between their work commitments and compliance with medical management. Others may be permanently impaired from performing their occupational job. Thus, much attention and resources are needed to understand the biological mechanisms underlying cutaneous wound complications.

Normal wound healing consists of a finely tuned pattern of integrated biological events that include hemostasis, inflammation, proliferative, and maturation phases to re-establish a new epithelial barrier [2]. Inflammation plays both positive and negative roles in wound healing – the level and length of inflammation dictate the healing time and quality of the repair. Neutrophils are among the earliest immune cells recruited to the wound site [3]. While neutrophils play important roles in the early inflammatory phase of the wound, their timely apoptosis, followed by uptake by phagocytic macrophages, is a key event necessary for inactivation and departure from the inflammatory phase of wound repair [4]. However, chronic wounds are in pathologic inflammation due to a postponed, incomplete, or uncoordinated healing process [5]. Cell–cell and cell–matrix communication, which coordinates the essential and complex inflammatory response during normal wound healing, is disrupted in chronic wounds. This synchrony is mediated by the action of central players, such as chemokines and matricellular proteins [6]. Matricellular proteins can associate with diverse proteins of the extracellular matrix, bridging them with cognate cell surface receptors and contributing to paracrine communication during wound healing [7]. However, there is still much to learn about the dynamics of cell–matrix communication that modulate inflammation in acute skin wounds and how it becomes deranged to generate chronic wounds.

Angiopoietin-like 4 protein (Angptl4) is a secreted matricellular protein that undergoes proteolytic cleavage, releasing an N-terminal coiled-coil domain (nAngptl4) and a C-terminal fibrinogen-like domain (cAngptl4). nAngptl4 binds to lipoprotein lipase and inhibits its activity to regulate peripheral triglyceride metabolism [8]. cAngptl4 interacts with specific integrins, cadherins, and ECM proteins to enhance their signaling [9, 10]. Angptl4 has been implicated in modulating immune responses in various inflammatory diseases. Hematopoietic Angptl4 deficiency in hyperlipidemic mice causes leukocytosis [11]. Angptl4-deficient (Angptl4^−/−^) mice were shown to have large numbers of macrophages in the spleen, and Angptl4^−/−^ macrophages produced large amounts of TNF-α and inducible nitric oxide synthase due to abnormal fatty acid metabolism [12]. It was also shown that dietary fatty acids activate PPARβ/δ signaling in the bone marrow to negatively regulate mobilization, in part via Angptl4 production. The treatment of wild-type (Angptl4^+/+^) mice with anti-cAngptl4 antibody enhanced mobilization [13]. Despite its involvement in many inflammatory diseases, the precise role of Angptl4 in immune cells and responses remains unclear.

Angptl4 participates in many events that are important for proper wound healing. Upon wound injury, hyperproliferative wound keratinocytes secrete a large amount of cAngptl4 that acts as a coordinating conduit with other wound cell types [14]. cAngptl4 facilitates wound angiogenesis, accelerates keratinocyte and fibroblast migration, and reduces scar collagen deposition [15]. Wound healing in Angptl4^−/−^ mice is delayed and shares many similarities with diabetic wounds. Wounds are associated with stalled inflammation, poor wound-related angiogenesis, and ruined ECM. Indeed, human and mouse diabetic wounds produce little cAngptl4 compared with nondiabetic wounds. The topical application of recombinant cAngptl4 accelerates wound closure in diabetic mice [16]. However, how Angptl4 regulates cell-matrix communication to affect the immune cell response to injury is unknown. A better understanding will contribute to translatable therapies for chronic wounds and many other inflammatory diseases.

This study examines the immune cell landscape of excisional wounds from wild-type (Angptl4^+/+^) and Angptl4^−/−^ mice. We uncovered that Angptl4 deficiency in the wound site reduces monocyte-derived macrophages and prolongs the inflammatory phase of wound healing. In addition, Angptl4 regulates the expression of interferon-activated gene 202B (ifi202b), which affects gene networks involved in monocyte cell fate.

## Results

### Angptl4 deficiency portends prolonged inflammation in wounds

We first examined the temporal changes in immune subpopulations using a multicolor flow cytometry panel for CD11b (myeloid cell marker), Ly6G (neutrophil marker), Ly6C (mouse monocyte marker), and MHC-II (macrophage marker). Figure S1A shows representative plots outlining the gating strategy. Four subpopulations of monocytes and macrophages were observed in our excisional wound model – namely, Ly6C^hi^MHC-II^-ve^ inflammatory monocytes, Ly6C^int^MHC-II^-ve^ monocytes, and Ly6C^+ve^MHC-II^+ve^ and Ly6C^-ve^MHC-II^+ve^ monocyte-derived macrophages. Next, we examined the changes in these immune cell subpopulations during wound healing in Angptl4^+/+^ and Angptl4^−/−^ mice. At 1 day postwounding (dpw), no significant difference in infiltrated neutrophils, inflammatory monocytes, and Ly6C^+ve^MHC-II^+ve^ monocyte-derived macrophages was observed between Angptl4^+/+^ and Angptl4^−/−^ wounds (Table 1, Fig. S1B). Interestingly, Angptl4^−/−^ wounds had a higher percentage of infiltrated monocytes at 1 to 3 dpw but a reduced percentage of mature Ly6C^-ve^MHC-II^+ve^ macrophages at 1 to 5 dpw compared with Angptl4^+/+^ wounds. Consistent with a role for macrophages in the clearance of neutrophils, Angptl4^−/−^ wounds had prolonged neutrophil persistence at 5- to 7-dpw. There were fewer Ly6C^-ve^MHC-II^+ve^ mature monocyte-derived macrophages in Angptl4^−/−^ than Angptl4^+/+^ wounds across all examined time timepoints (Table 1). Following the peak of Ly6C^+ve^MHC-II^+ve^ and Ly6C^-ve^MHC-II^+ve^ monocyte-derived macrophages at 3 dpw, their percentage decreased from 5- to 7-dpw in Angptl4^+/+^ wounds (59−77%). In contrast, their percentage increased in Angptl4^−/−^ wounds (28–50%) (Table 1). Cytokine profiling of early wound exudates at 8 h and 1 dpw from Angptl4^+/+^ and Angptl4^−/−^ wounds showed no significant difference in the examined 31 cytokines (Fig. S2A). An in vitro chemotaxis assay using bone marrow-derived monocytes (BMDMs) from Angptl4^+/+^ and Angptl4^−/−^ mice also showed no difference in invasiveness, suggesting that chemotactic immune cell recruitment and infiltration were not compromised due to Angptl4 deficiency (Fig. S2B). Finally, we also examined neutrophils and macrophages in wounds of Angptl4^LysM−/−^ myeloid cell-specific Angptl4 deletion. Similar numbers of neutrophils and Ly6C^-ve^MHC-II^+ve^ mature macrophages were found in Angptl4^LysM−/−^ and Angptl4^f/f^ wounds (Fig. S2C). Hence, Angptl4 deficiency affects cell-matrix interactions that potentially regulate monocyte to macrophage differentiation and portends prolonged inflammation during wound healing.

**Table 1:** Percentage of immune cell subpopulations in Angptl4^+/+^ and Angptl4^−/−^ wounds as determined by flow cytometry.

	Neutrophils		Ly6C^hi^MHC-II^-ve^ Inflammatory monocytes		Ly6C^int^MHC-II^-ve^ Monocytes		Ly6C^+ve^MHC-II^+ve^ Differentiating macrophages		Ly6C^-ve^MHC-II^+ve^ Macrophages	
dpw	Angptl4^+/+^	Angptl4^−/−^	Angptl4^+/+^	Angptl4^−/−^	Angptl4^+/+^	Angptl4^−/−^	Angptl4^+/+^	Angptl4^−/−^	Angptl4^+/+^	Angptl4^−/−^
1	31.1 ± 0.8	31.6 ± 0.7	7.8 ± 1.5	6.9 ± 0.6	1.8 ± 0.2	2.8 ± 0.1*	0.78 ± 0.1	0.73 ± 0.1	0.21 ± 0.02	0.08 ± 0.01*
3	24.5 ± 0.5	29.2 ± 0.3	0.8 ± 0.4	0.9 ± 0.6	0.9 ± 0.1	1.8 ± 0.3*	0.67 ± 0.03	0.71 ± 0.2	0.47 ± 0.04	0.29 ± 0.03*
5	4.9 ± 0.7	17.9 ± 0.3 *	0.7 ± 0.2	0.6 ± 0.2	0.23 ± 0.06	0.43 ± 0.03*	0.27 ± 0.2	0.32 ± 0.1	0.13 ± 0.05	0.06 ± 0.02*
7	0.8 ± 0.3	4.3 ± 0.7 *	0.3 ± 0.1	0.5 ± 0.3	0.07 ± 0.02	0.09 ± 0.01	0.11 ± 0.04	0.41 ± 0.1*	0.03 ± 0.01	0.09 ± 0.008*

Data are from *n* = 4 independent experiments with 3 mice at each time point. *p value < 0.05.

### Angptl4 deficiency results in impaired monocyte differentiation during wound healing

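Live CD45+ cells were sorted from wounds and sequenced in droplets as 4 libraries, 1 for each genotype and time point. The paper's text does not give the number of mice behind each library. The authors aligned the reads with Cell Ranger (3.1.0) and deposited raw UMI counts for 31053 genes in each barcode. The deposited UMIs totalled 32962595 in Angptl4+/+ wounds at 1 dpw and 29746688 at 5 dpw. In Angptl4-/- wounds they totalled 27472052 at 1 dpw and 26981596 at 5 dpw. With 1 library per condition there were no replicates, so no test of a difference between the conditions was made. Every interval covers counting error only. Angptl4 itself (ENSMUSG00000002289, chromosome 17 of GRCm38 from 33773750 to 33781830) was counted first. It had 47 UMIs at 1 dpw and 78 at 5 dpw over all cells of the Angptl4+/+ libraries that passed the filter, and 0 in both Angptl4-/- libraries. Against a floor of 3 UMIs per library, Angptl4 was at least 13.1-fold lower in Angptl4-/- wounds at 1 dpw and at least 23.7-fold lower at 5 dpw. The libraries were joined with the anchors of Seurat on 2000 variable genes and 30 dimensions, and the cells were clustered with the Louvain method at resolution 0.5. The 18 genes that the paper names for these data were left out of the variable genes. Clusters took their names from marker lists fixed in advance, and shares can differ from the paper's because the names were rebuilt. A share is a percentage of the passing cells of its library, with an exact Clopper-Pearson 95% interval. Differences between libraries are in percentage points with a Newcombe 95% interval. Expression is the sum of a gene's UMIs over the cells of a class per 1000000 UMIs of that class (CPM), with an exact Poisson 95% interval. Ratios of CPM are on the log2 scale with an exact conditional binomial 95% interval.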

Guided by our flow cytometry findings, single-cell RNA sequencing (scRNA-seq) was performed on sorted CD45^+^ cells from wound biopsies of Angptl4^+/+^ and Angptl4^−/−^ mice at 1 and 5 dpw. 

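Barcodes with at least 200 detected genes and at most 10% of UMIs from mitochondrial genes were kept, since the paper's text does not name its filter. Of 20069 deposited barcodes, 19827 passed and 242 failed. Passing cells numbered 5346 in Angptl4+/+ wounds at 1 dpw, 4945 in Angptl4+/+ wounds at 5 dpw, 4798 in Angptl4-/- wounds at 1 dpw and 4738 in Angptl4-/- wounds at 5 dpw. The median UMIs per passing cell, in the same order, were 4975.5, 3873, 4814.5 and 3735.5. Because depth differed between the time points, shares of cells with a UMI are also given after each cell was thinned to 1000 UMIs. Thinning left out 98, 157, 86 and 101 shallower cells. Scoring against simulated doublets called 232, 200, 185 and 181 cells as doublets, and these cells were kept.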

Cell sorting procedures were optimized, and 19,579 sequenced cells that met the quality control metrics were analyzed (Fig. S3). Six major immune cell clusters were identified from the aggregated scRNA-seq data (Fig. S4A). 

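The integrated cells fell into 12 clusters, which the marker lists joined into 6 classes. Neutrophil-like cells held 6 clusters and macrophage-like cells 2. Monocyte-like, dendritic cell-like, NK cell/T cell-like and B cell-like cells held 1 cluster each. By fold over all other cells, the neutrophil-like clusters were led by Dgat1, by Egr3, by Nlrp12, by Pdcd1lg2, by the inflammatory genes Csf3 and Il1a, and by the interferon-induced genes Ifit3b and Ifit1. The macrophage-like clusters were led by the metallothionein gene Mt2 with Fn1 and Arg1, and by Ms4a7 with C1qb and the interferon-induced gene Mx1. Ace, Adgre4 and Prtn3 were among the leading genes of the monocyte-like cluster, and Fscn1, Ccl22 and Ccr7 among those of the dendritic cell-like cluster. The NK cell/T cell-like cluster was led by Gzma and Nkg7 and the B cell-like cluster, of 55 cells, by Igkc and Cd79a. In no cluster did a single library supply more than 49.1% of the cells, the B cell-like cluster being the highest.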

Probing the top 25 significantly enriched genes from each cluster against the ImmGen database [17] showed a close correlation with datasets from specific immune cell types, confirming the accurate annotation of the cell clusters (Fig. S4B). Thus, acute excisional skin wounds comprise mostly myeloid cells (neutrophils, monocytes, macrophages, and dendritic cells), with minor NK and T subpopulations.

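Neutrophil-like, monocyte-like, macrophage-like and dendritic cell-like cells together made up 99.3% of Angptl4+/+ cells at 1 dpw and 95.01% at 5 dpw. In Angptl4-/- wounds they made up 99.2% at 1 dpw and 94.8% at 5 dpw. NK cell/T cell-like cells were 0.655% (0.456 to 0.909) of Angptl4+/+ cells at 1 dpw and 4.57% (4.01 to 5.19) at 5 dpw. They were 0.750% (0.526 to 1.04) of Angptl4-/- cells at 1 dpw and 4.64% (4.06 to 5.28) at 5 dpw. B cell-like cells numbered 5 and 21 in Angptl4+/+ wounds at 1 and 5 dpw, and 2 and 27 in Angptl4-/- wounds.

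**Figure D1:**
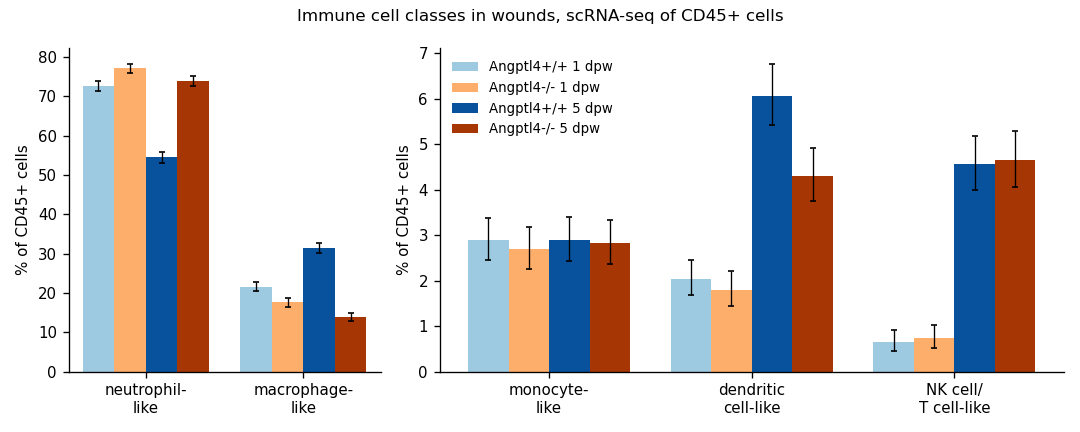
Share of each cell class as a percentage of passing CD45+ cells (y axis) by class (x axis) in the 4 libraries, with neutrophil-like and macrophage-like cells on one scale and the smaller classes on another. Bars are single libraries and error bars are exact 95% intervals for counting error, and at 5 dpw the neutrophil-like bar of Angptl4-/- wounds stands above that of Angptl4+/+ wounds.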

Two clusters of neutrophils were identified from cluster annotation and analysis of the differentially expressed genes (DEGs) (Fig. S5A). Cluster 0 neutrophils expressed many protumorigenic factors, such as Cxcr2, TGF-β1, Mmp9, and Lrg1. 

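Neutrophil-like cells were split into 2 subsets by k-means on the integrated principal components, a number fixed in advance. The subset with more Cxcr2 held 43.9% (42.6 to 45.3) of all Angptl4+/+ cells at 1 dpw and 30.6% (29.3 to 31.9) at 5 dpw. It held 44.7% (43.3 to 46.1) of Angptl4-/- cells at 1 dpw and 41.3% (39.9 to 42.7) at 5 dpw. Over the 4 libraries, Cxcr2 ranged from 1106 to 2087 CPM in this subset and from 409.7 to 745 CPM in the Cxcr2-low subset. The log2 ratio of the Cxcr2-low to the Cxcr2-high subset ran from -1.69 to -1.39 for Cxcr2, from -1.04 to -0.71 for Mmp9 and from -3.09 to -2.08 for Lrg1. Tgfb1, the gene of TGF-β1, went the other way in every library, with 32.9 to 118 CPM in the Cxcr2-high subset and 93.5 to 216 CPM in the Cxcr2-low subset. Its log2 ratio ran from 0.88 to 1.81.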

Cluster 1 neutrophils expressed various proinflammatory and proangiogenic factors, such as VEGF-A, TNF-α, and Ccl3 (Fig.S5A). 

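Vegfa, Tnf and Ccl3 were each higher in the Cxcr2-low than in the Cxcr2-high subset in all 4 libraries. Vegfa ranged from 154 to 222 CPM in the Cxcr2-low subset and from 57.4 to 105 CPM in the Cxcr2-high subset, a log2 ratio of 1.08 to 1.45. For Tnf the ranges were 331 to 1024 CPM and 75.4 to 231 CPM, a log2 ratio of 2.06 to 2.53. Ccl3 had 5997 to 7394 CPM against 1763 to 3111 CPM, a log2 ratio of 1.25 to 1.77. The Cxcr2-low subset held 28.8% (27.6 to 30.0) of Angptl4+/+ cells at 1 dpw and 24.0% (22.8 to 25.2) at 5 dpw. In Angptl4-/- wounds it held 32.4% (31.1 to 33.8) and 32.5% (31.2 to 33.9).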

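Neutrophil-like cells in Angptl4+/+ wounds numbered 3887 of 5346 cells at 1 dpw, a share of 72.7% (71.5 to 73.9). At 5 dpw they numbered 2698 of 4945 cells, 54.6% (53.2 to 56.0). The share fell by 18.1 percentage points (95% interval -20.0 to -16.3). Among 8 alternative ways of filtering, integrating, clustering and naming the cells, leaving out the integration moved this change most, to -12.0 percentage points.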

In Angptl4^+/+^ wounds, infiltrated neutrophils (clusters 0 and 1) decreased by 17.5% from 1 to 5 dpw. In contrast, the decrease was only 2.3% in Angptl4^−/−^ wounds, consistent with neutrophil persistence (Fig. 1A, Table 2).

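In Angptl4-/- wounds, neutrophil-like cells numbered 3700 of 4798 cells at 1 dpw, 77.1% (75.9 to 78.3), and 3499 of 4738 cells at 5 dpw, 73.8% (72.6 to 75.1). The share fell by 3.27 percentage points (95% interval -4.99 to -1.54). Without integration the change was 0.265 percentage points, and a cluster of 4774 cells for which the neutrophil list scored highest stayed unnamed there because the macrophage marker Spp1 was among its leading genes. The Angptl4-/- share was above the Angptl4+/+ share by 4.41 percentage points (2.72 to 6.09) at 1 dpw and by 19.3 percentage points (17.4 to 21.1) at 5 dpw.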

**Fig. 1:**
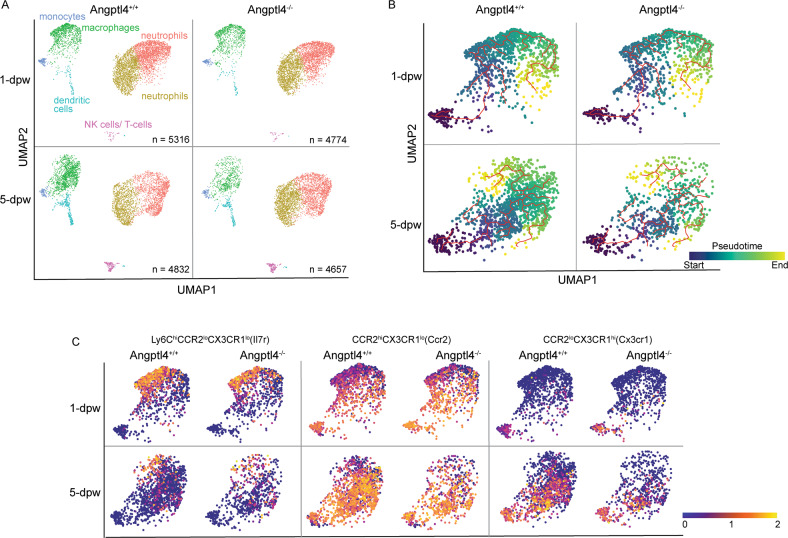
Single-cell immune landscape during mouse skin excisional wound healing. **A** Individual UMAP dimensionality reduction plots of sequenced CD45^+^ immune cells from Angptl4^+/+^ and Angptl4^−/−^ wounds at 1 and 5 days post-wounding (dpw). **B** UMAP dimension reduction plots showing cells from individual scRNA-seq samples ordered by pseudotime (color scale). Monocytes were marked as the start of pseudotime. Calculated cell trajectories are shown as red lines. **C** The distribution of cells expressing Il7r, Ccr2 and Cx3cr1 during the recovery of Angptl4^+/+^ and Angptl4^−/−^wounds.

**Table 2:** **I**mmune cell subpopulations in Angptl4^+/+^ and Angptl4^−/−^ wounds by scRNA-seq.

	% of infiltrated CD45^+^ cells	1-dpw		5-dpw	
Cluster	Cell type	Angptl4^+/+^	Angptl4^−/−^	Angptl4^+/+^	Angptl4^−/−^
0	neutrophils	39.95	42.73	30.11	39.49
1	neutrophils	33.13	34.67	25.50	35.60
2	macrophages	21.61	18.06	30.69	13.64
3	dendritic cells	1.90	1.76	7.16	4.49
4	monocytes	2.73	2.09	2.30	2.30
5	NK cells/T cells	0.68	0.69	4.22	3.97

The number of cells in each cluster was expressed as a percentage of the total number of CD45^+^ cells for each sample.

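Ly6c2, H2-Aa and Adgre1 were compared between monocyte-like and macrophage-like cells within each library. Monocyte-like cells of Angptl4+/+ wounds had 933 CPM (894 to 974) of Ly6c2 at 1 dpw and 1095 CPM (1039 to 1152) at 5 dpw. Those of Angptl4-/- wounds had 825 CPM (784 to 867) and 1459 CPM (1397 to 1524). H2-Aa at 1 dpw was 248 CPM (228 to 269) in monocyte-like and 293 CPM (282 to 304) in macrophage-like cells of Angptl4+/+ wounds. The values at 5 dpw were 1869 CPM (1797 to 1944) and 2566 CPM (2539 to 2594). In Angptl4-/- wounds H2-Aa was lower in macrophage-like than in monocyte-like cells at 1 dpw, with 560.4 CPM (541 to 580.0) against 717 CPM (679 to 757). The order turned at 5 dpw, with 3260.0 CPM (3220 to 3300) against 617 CPM (576 to 659). The macrophage-like to monocyte-like log2 ratio of Adgre1 was -0.15 (-0.34 to 0.04) in Angptl4+/+ and 0.06 (-0.14 to 0.26) in Angptl4-/- wounds at 1 dpw, so no difference was detectable at this depth. It was 1.55 at 5 dpw in Angptl4+/+ and 1.32 in Angptl4-/- wounds.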

The monocyte cluster was highly enriched in Ly6c2 expression, whereas monocyte-derived macrophages expressed high levels of MHC-II (H2-Aa) and Adgre1, or F4/80, a common macrophage marker. Moderate to low expression of Ly6c2 was enriched in the macrophage cluster, likely representing monocytes differentiating into macrophages (Fig. S5B). 

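Macrophage-like cells had less Ly6c2 than monocyte-like cells in every library. Their level was 479 CPM (465 to 493) in Angptl4+/+ wounds at 1 dpw and 361 CPM (351 to 372) at 5 dpw, a log2 ratio to monocyte-like cells of -0.96 (-1.04 to -0.89) and -1.60 (-1.68 to -1.51). In Angptl4-/- wounds it was 567 CPM (548 to 587) and 447 CPM (432 to 462), with log2 ratios of -0.54 (-0.63 to -0.45) and -1.71 (-1.79 to -1.63). In Angptl4+/+ wounds at 1 dpw, Ly6c2 was seen in 39.3% of macrophage-like cells at a median of 6850 UMIs and in 36.7% of neutrophil-like cells at a median of 4683 UMIs. After thinning, these shares were 18.3% and 13.2%, and that of monocyte-like cells was 50.3%. Neutrophil-like cells had 196 CPM (190.0 to 202) in that library, below macrophage-like cells. NK cell/T cell-like cells, of which that library held 35, had 428 CPM (354 to 514), an interval that includes the macrophage-like level.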

Very few cells expressed Cd207 and Cd169, biomarkers of Langerhans cells and dermal resident macrophages at 1 dpw, respectively [18] (Fig. S5C). 

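Cd207 was seen in 4 of 5346 Angptl4+/+ cells at 1 dpw (0.0748%, 0.0204 to 0.191) and in 5 of 4798 Angptl4-/- cells (0.104%, 0.0338 to 0.243). Of these, 3 and 4 were dendritic cell-like, and no neutrophil-like cell had a Cd207 UMI (upper 95% limits of 0.0949% and 0.0996% for the share of such cells with a UMI), at a median of 4683 UMIs in Angptl4+/+ and 4636.5 in Angptl4-/- wounds against 14077 and 13158.5 in dendritic cell-like cells. Siglec1, the gene of Cd169, was seen in 161 Angptl4+/+ cells (3.01%, 2.57 to 3.51) and 129 Angptl4-/- cells (2.69%, 2.25 to 3.19). After thinning, these Siglec1 shares were 0.400% and 0.403%. Macrophage-like cells held 147 of the Angptl4+/+ and 115 of the Angptl4-/- cells, 12.7% and 13.6% of that class at median depths of 6850 and 5833 UMIs. Among neutrophil-like cells, 0.0515% and 0.135% had a Siglec1 UMI.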

No difference in infiltrated monocytes was observed between the two genotypes. 

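Monocyte-like cells were 155 of the Angptl4+/+ cells at 1 dpw, a share of 2.90% (2.47 to 3.38), and 129 of the Angptl4-/- cells, 2.69% (2.25 to 3.19). The difference of -0.211 percentage points (-0.853 to 0.438) was within counting error. At 5 dpw they were 143 of the Angptl4+/+ cells, 2.89% (2.44 to 3.40), and 134 of the Angptl4-/- cells, 2.83% (2.37 to 3.34). That difference, -0.0636 percentage points (-0.730 to 0.606), was also within counting error. At resolution 1.0, where a second monocyte-like cluster of 952 cells appeared, the difference at 5 dpw was -2.46 percentage points.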

The percentage of monocyte-derived macrophages increased by 9.1% in Angptl4^+/+^ wounds, whereas the percentage decreased in Angptl4^−/−^ wounds from 1 to 5 dpw (Table 2). 

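Macrophage-like cells in Angptl4+/+ wounds rose from 1155 cells at 1 dpw, 21.6% (20.5 to 22.7), to 1557 cells at 5 dpw, 31.5% (30.2 to 32.8). This was a change of 9.88 percentage points (8.18 to 11.6). In Angptl4-/- wounds they went from 845 cells, 17.6% (16.5 to 18.7), to 654 cells, 13.8% (12.8 to 14.8), and the share fell by 3.81 percentage points (-5.27 to -2.35). Monocyte-like and macrophage-like cells taken together, which does not depend on the border between these classes, changed by 9.87 percentage points (8.12 to 11.6) in Angptl4+/+ wounds and fell by 3.67 (-5.22 to -2.11) in Angptl4-/- wounds.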

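The 4772 monocyte-like and macrophage-like cells of the 4 libraries were divided into 8 sub-clusters, whose centroids were joined by a minimum spanning tree in place of a fitted pseudotime. The tree started from the sub-cluster with the most Plac8 and Chil3, of 562 cells, led by Ace. It had 2 branch points and 4 end points. An end point led by Cbr2, Folr2 and C1qa held 10.8% of the monocyte-like and macrophage-like cells of Angptl4+/+ wounds at 1 dpw and 22.3% at 5 dpw, and in Angptl4-/- wounds 11.8% and 21.1%. The end point led by Retnla rose from 3.89% to 7.18% in Angptl4+/+ and from 3.70% to 8.50% in Angptl4-/- wounds. Another, led by Retnlg and Tppp3 with the neutrophil markers S100a8 and S100a9, went from 15.3% to 12.6% in Angptl4+/+ and from 16.1% to 6.35% in Angptl4-/- wounds. Whether the neutrophil markers of this end point came from free RNA or doublets was not tested. The last, led by the interferon-induced genes Cxcl10, Ifit3b and Ifit2, held 5.27% and 5.18% in Angptl4+/+ and 5.85% and 5.71% in Angptl4-/- wounds. Cells from 5 dpw made up 68.0% of the Cbr2 end point, 68.5% of the Retnla end point, 42.5% of the Retnlg end point and 51.4% of the Cxcl10 end point.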

Trajectory analysis revealed that monocytes have two main developmental branches (Fig. 1B), indicative of early and late wound immune responses [19]. Angptl4 deficiency resulted in reduced numbers of Ly6C^hi^CCR2^lo^CX3CR1^lo^ (Il7r > 1) inflammatory monocytes, CCR2^hi^CX3CR1^lo^ (Ccr2, Adgre1 > 1 & Ly6c2 < 1) and CCR2^lo^CX3CR1^hi^ (Cx3cr1, Adgre1 > 1 & Ly6c2 < 1) monocyte-derived macrophages, with the most significant deficit in the number (>50%) of monocyte-derived macrophages (Fig. 1C, Table 3). 

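The same 3 gates (Il7r above 1; Ccr2 and Adgre1 above 1 with Ly6c2 below 1; Cx3cr1 and Adgre1 above 1 with Ly6c2 below 1) were set on log-normalized values scaled over all cells. They were applied to monocyte-like and macrophage-like cells and counted as a percentage of all passing cells. The Il7r gate held 10.2% (9.36 to 11.0) of Angptl4+/+ and 7.86% of Angptl4-/- cells at 1 dpw, a difference of -2.30 percentage points (-3.41 to -1.18). The gate held 4.29% and 3.06% at 5 dpw, a difference of -1.23 (-1.98 to -0.477). Il7r itself stood at 407 CPM in macrophage-like and 3.98 CPM in monocyte-like cells of Angptl4+/+ wounds at 1 dpw. The Ccr2 gate held 3.11% of Angptl4+/+ and 3.13% of Angptl4-/- cells at 1 dpw, a difference of 0.0212 (-0.655 to 0.706) that was within counting error. By 5 dpw it held 10.1% and 3.63%, a difference of -6.50 (-7.50 to -5.51), or 64.2% fewer. The Cx3cr1 gate held 0.412% of Angptl4+/+ and 0.750% of Angptl4-/- cells at 1 dpw, a difference of 0.339 (0.0428 to 0.658). These shares were 6.69% and 1.67% at 5 dpw, a difference of -5.03 (-5.83 to -4.25), or 75.1% fewer. The alternative that moved the Ccr2 gate most was scaling within monocyte-like and macrophage-like cells, with a difference at 5 dpw of -1.54. With cells thinned to 1000 UMIs, the difference in the Cx3cr1 gate at 1 dpw was -0.0741, from 5 Angptl4+/+ cells and 1 Angptl4-/- cell, too few to settle its sign. As a percentage of monocyte-like and macrophage-like cells at 5 dpw, the Ccr2 gate held 29.5% in Angptl4+/+ and 21.8% in Angptl4-/- wounds, the Cx3cr1 gate 19.5% and 10.0%, and the Il7r gate 12.5% and 18.4%. On this scale at 1 dpw, the differences for Il7r, -2.74 (-6.78 to 1.33), and Ccr2, 2.73 (-0.133 to 5.67), were within counting error. The Cx3cr1 gate held 1.68% and 3.70%, a difference of 2.02 (0.693 to 3.51). At 5 dpw in Angptl4+/+ wounds, Ccr2 was seen in 82.7% and Cx3cr1 in 40.8% of macrophage-like cells at a median of 8335 UMIs, against 2.34% and 0.704% of neutrophil-like cells at a median of 3218 UMIs.

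**Figure D2:**
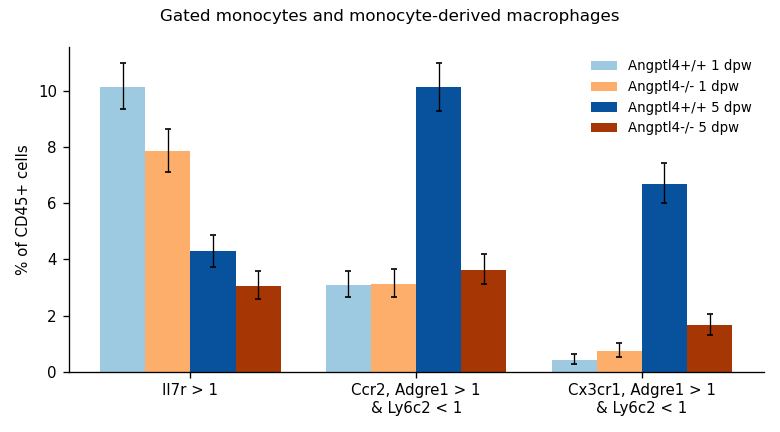
Cells in each gate as a percentage of passing CD45+ cells (y axis) for the gates on Il7r, Ccr2 and Cx3cr1 (x axis) in the 4 libraries, with exact 95% intervals for counting error. At 5 dpw the bars of Angptl4-/- wounds are lower than those of Angptl4+/+ wounds for all 3 gates, and at 1 dpw for Il7r alone.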

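Dendritic cell-like cells at 1 dpw were 109 of the Angptl4+/+ cells, a share of 2.04% (1.68 to 2.45), and 86 of the Angptl4-/- cells, 1.79% (1.44 to 2.21). The difference was -0.246 percentage points (-0.782 to 0.294), within counting error. At 5 dpw the shares were 6.07% (5.42 to 6.77), from 300 Angptl4+/+ cells, and 4.31% (3.75 to 4.92), from 204 Angptl4-/- cells. This difference was -1.76 percentage points (-2.65 to -0.879).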

There was no significant difference in dendritic cells at 1 dpw between the two genotypes; however, the percentage was lower at 5 dpw in Angptl4^−/−^ wounds than in Angptl4^+/+^ wounds (Fig. 1A, Table 2), suggesting delayed wound closure in Angptl4^−/−^ mice. Dendritic cells are important to regain homeostasis upon tissue injury [20].

**Table 3:** Distribution of monocytes and monocyte-derived cells in Angptl4^+/+^ and Angptl4^−/−^ wounds.

	1-dpw		5-dpw	
Monocytes/monocyte-derived macrophages	Angptl4^+/+^	Angptl4^−/−^	Angptl4^+/+^	Angptl4^−/−^
Ly6C^hi^CCR2^lo^CX3CR1^lo^	5.41	3.75	1.34	0.92
CCR2^hi^CX3CR1^lo^	2.06	1.96	4.79	2.11
CCR2^lo^CX3CR1^hi^	0.23	0.30	3.76	0.81

The numbers of each of these cell types are expressed as a percentage of the total cells passing QC for that sample, representing CD45^+^ immune cells. Gene expression values are expressed based on the normalized, log-transformed, and scaled count values.

The dynamics between neutrophils and macrophages are important in the transition from inflammation to the proliferative phase of wound healing. Monocyte-derived macrophage numbers peak during the inflammatory phase and before declining during tissue formation [21]. Infiltrated neutrophils undergo apoptosis and are phagocytosed by macrophages. This dynamic is affected by Angptl4 deficiency. Our analyses revealed prolonged neutrophil persistence with markedly reduced mature macrophages in Angptl4^−/−^ mice, which arose from impaired monocyte to macrophage differentiation. It also points to an impaired transition from inflammation to the proliferative phase of wound healing in Angptl4^−/−^ wounds.

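Neutrophil-like cells numbered 3.37 per macrophage-like cell in Angptl4+/+ wounds at 1 dpw and 1.73 at 5 dpw. In Angptl4-/- wounds the ratio was 4.38 at 1 dpw and 5.35 at 5 dpw. The macrophage-like share of Angptl4-/- wounds was below that of Angptl4+/+ wounds by a difference of -3.99 percentage points (-5.53 to -2.45) at 1 dpw and -17.7 percentage points (-19.3 to -16.1) at 5 dpw.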

### Angptl4 regulates the expression of interferon-activated gene 202b via S6K, FAK, and CDK signaling networks

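Ifi202b (ENSMUSG00000026535) lies on chromosome 1 of GRCm38 from 173962568 to 173982744, with 1 annotated transcript of 7 exons. Hebp1 (ENSMUSG00000042770) lies on chromosome 6 from 135137522 to 135198022, with 4 annotated transcripts of up to 4 exons. In monocyte-like plus macrophage-like cells at 1 dpw, Ifi202b had 8 UMIs in Angptl4+/+ and 1582 in Angptl4-/- wounds, 0.710 CPM (0.307 to 1.40) against 207 CPM (197 to 218). The log2 ratio was 8.19 (7.21 to 9.40). At 5 dpw Ifi202b had 0 UMIs in Angptl4+/+ and 1117 in Angptl4-/- wounds, at least 587-fold higher against the floor of 3 UMIs. Hebp1 had 5.50 CPM (4.22 to 7.05) in Angptl4+/+ and 188 CPM (178 to 198) in Angptl4-/- wounds at 1 dpw, a log2 ratio of 5.09 (4.73 to 5.48). Its level at 5 dpw was 15.8 CPM (13.8 to 18.0) and 113 CPM (106 to 120.1), a log2 ratio of 2.84 (2.63 to 3.05). Taken apart, monocyte-like cells had at least 52.5-fold and 32.8-fold more Ifi202b in Angptl4-/- wounds at 1 and 5 dpw. Their log2 ratio of Hebp1 was 5.34 (4.58 to 6.22) and, with 1 UMI in Angptl4+/+ wounds, 7.08 (4.58 to 12.39). Macrophage-like cells had a log2 ratio of 8.14 (7.16 to 9.35) for Ifi202b at 1 dpw and at least 571-fold more at 5 dpw, and log2 ratios of 4.98 and 2.73 for Hebp1. By the smaller of the log2 ratios at 1 and 5 dpw, Ifi202b ranked 1 and Hebp1 8 among the increases of 9829 genes with at least 100 UMIs. Of the alternatives, thinning moved the ratio of Ifi202b at 5 dpw most, to at least 5.98 on the log2 scale, because few UMIs were left. In neutrophil-like cells Ifi202b had 0 UMIs in Angptl4+/+ and 77 in Angptl4-/- wounds at 1 dpw, at least 27.5-fold higher, and 1 and 85 UMIs at 5 dpw, a log2 ratio of 5.90 (3.39 to 11.22). Hebp1 had 1 and 197 UMIs there at 1 dpw, a log2 ratio of 7.72 (5.23 to 13.03), and 1 and 267 at 5 dpw, 7.55 (5.06 to 12.86). In dendritic cell-like cells Ifi202b had 0 UMIs in Angptl4+/+ wounds at both times and 111 and 87 in Angptl4-/- wounds, at least 50.3-fold and 39.4-fold higher. The log2 ratios of Hebp1 in this class were 4.06 (2.96 to 5.42) and 2.42 (1.93 to 2.94). Free RNA was weighed with 7 genes of macrophages. In Angptl4-/- neutrophil-like cells these stood at up to 0.238% of their macrophage-like level at 1 dpw and 0.351% at 5 dpw, whereas Ifi202b stood at 1.68% and 5.30% and Hebp1 at 6.40% and 18.9%. In Angptl4-/- dendritic cell-like cells they stood at up to 7.67% and 4.47%, Ifi202b at 37.7% and 22.7%, and Hebp1 at 43.7% and 50.1%. In NK cell/T cell-like cells the highest of these genes stood at 31.8% and 7.154%, so that Ifi202b, at 12.4% and 4.10%, and Hebp1, at 22.7% and 7.158%, were not distinguishable from background. In Angptl4-/- monocyte-like cells the highest of these genes stood at 44.9% and 34.8%, Ifi202b at 27.8% and 56.5%, and Hebp1 at 149% and 88.3%. By the highest gene alone, Ifi202b in monocyte-like cells at 1 dpw was not distinguishable from background either. The median of the 7 genes there was 3.11% at 1 dpw and 0.843% at 5 dpw. Ifi202b had 69.6 and 73.9 CPM in Angptl4-/- monocyte-like cells and 4.20 and 6.93 CPM in neutrophil-like cells of the same libraries. These values argue against free RNA as the whole source of Ifi202b in monocyte-like cells. Of the short sequences of 31 bases in the Ifi202b transcript, 1.14% are shared with the gene that shares the most. Of 14 other genes of the Ifi200 family, 12 had at least 100 UMIs, and their median log2 ratio in monocyte-like plus macrophage-like cells was -0.06 at 1 dpw (from -0.58 to 1.36) and 0.09 at 5 dpw (from -0.56 to 1.54). The highest on both days was Ifi214. In neutrophil-like cells 9 of the family had at least 100 UMIs, with a median of 0.18 at 1 dpw and -0.78 at 5 dpw, when 0 of the 9 were higher in Angptl4-/- wounds. Among 313 genes within 10 Mb of Angptl4, Ifi202b or Hebp1, outside that family, 4 had a log2 ratio of one sign and of at least 0.5 in size in monocyte-like plus macrophage-like and in neutrophil-like cells on both days, against 0.993 among random genes of like expression. Over all cells of the Angptl4+/+ libraries, Ifi202b had 8 UMIs at 1 dpw and 1 at 5 dpw. The paper's methods name different sources for the Angptl4-/- and the Angptl4+/+ mice. A strain difference and an effect of Angptl4 both stay open for Ifi202b and Hebp1.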

Our examination of the DEGs revealed that the expression of heme-binding protein 1 (Hebp1) and interferon activated gene 202B (ifi202b) was consistently elevated in 1- and 5-dpw Angptl4^−/−^ compared with Angptl4^+/+^ monocytes and macrophages, but not in other immune cell types (Table S1). While the expression of Hebp1 was higher than ifi202b in monocytes, its expression level was unchanged between monocytes and macrophages. 

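In Angptl4-/- wounds, monocyte-like cells had 69.6 CPM (58.1 to 82.8) of Ifi202b and 251 CPM (228 to 275) of Hebp1 at 1 dpw, a log2 ratio of Ifi202b to Hebp1 of -1.85 (-2.14 to -1.56). At 5 dpw they had 73.9 CPM (60.4 to 89.5) and 102 CPM (85.6 to 119.7), a log2 ratio of -0.46 (-0.84 to -0.08). Hebp1 in macrophage-like cells was 168 CPM (158 to 179) at 1 dpw and 115 CPM (108 to 123) at 5 dpw. Its macrophage-like to monocyte-like log2 ratio was -0.58 (-0.74 to -0.42) at 1 dpw, a decrease beyond counting error. Over 11 alternatives this value ranged from -0.76 to -0.27, and 4 of them lay beyond the counting interval. The ratio at 5 dpw, 0.18 (-0.08 to 0.44), was within counting error. In Angptl4+/+ wounds Hebp1 had 14 UMIs in monocyte-like and 48 in macrophage-like cells at 1 dpw, and 1 and 227 at 5 dpw.

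**Figure D3:**
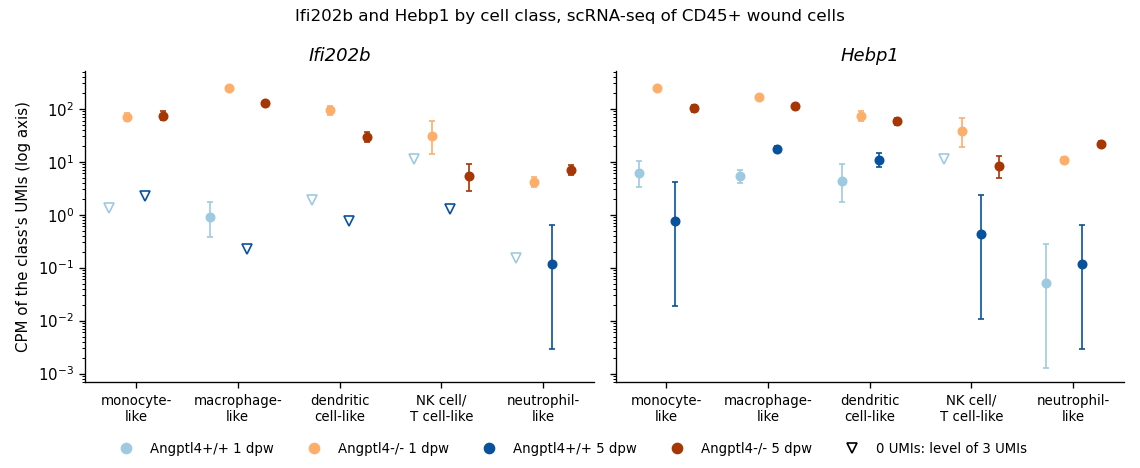
CPM of Ifi202b and Hebp1 (y axis, log scale) by cell class (x axis) in the 4 libraries, with exact 95% intervals for counting error and open triangles at the level of 3 UMIs where the library had 0. In every class drawn, the Angptl4-/- points lie above the Angptl4+/+ points of the same day. The NK cell/T cell-like values of both genes were not distinguishable from background. The monocyte-like level of Ifi202b at 1 dpw, as a percentage of the macrophage-like level, was below that of the highest of 7 macrophage genes.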

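Ifi202b rose to 251 CPM (238 to 264) in macrophage-like cells of Angptl4-/- wounds at 1 dpw, a macrophage-like to monocyte-like log2 ratio of 1.85 (1.59 to 2.12). Ifi202b stood at 131 CPM (123 to 139) at 5 dpw, a log2 ratio of 0.82 (0.53 to 1.13). Within macrophage-like cells the log2 ratio of Ifi202b to Hebp1 was 0.58 (0.46 to 0.70) at 1 dpw and 0.18 (0.05 to 0.31) at 5 dpw. The step from monocyte-like to macrophage-like cells at 5 dpw depended on the border between the classes. At resolution 1.0 its log2 ratio was -0.73, and with cells named one by one it was -0.094.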

Only the expression of ifi202b was further increased from monocytes to macrophages, overtaking Hebp1 and thus suggesting a potential role in monocyte to macrophage differentiation. We further confirmed the increased mRNA and protein expression of ifi202b in Angptl4^−/−^ BMDMs (Fig. 2A**)**.

**Fig. 2:**
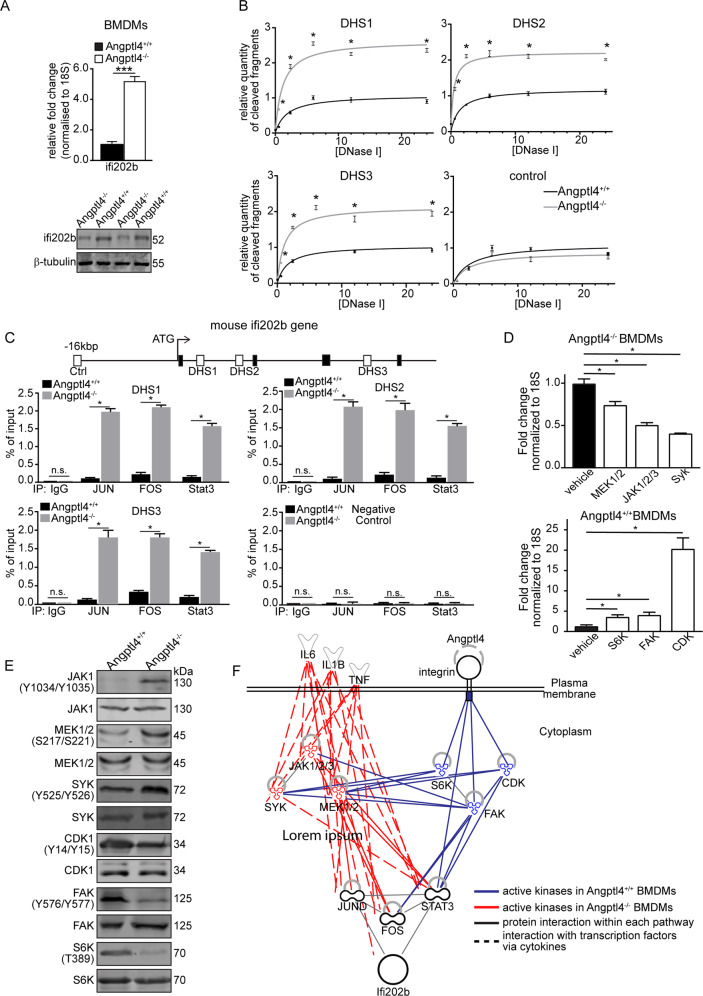
Signaling network regulating mouse ifi202b in monocytes. **A** Relative expression of ifi202b mRNA (top) and protein (bottom) in bone marrow-derived monocytes (BMDMs) from Angptl4^+/+^ and Angptl4^−/−^ mice. **B** Graphs show the quantification of released DNA fragments at the identified DNAse I hypersensitivity site (DHS) using Angptl4^+/+^ and Angptl4^−/−^ BMDMs. A control region that has no known DHS was also quantified as a negative control. **C** Chromatin immunoprecipitation using antibodies against *p*-Jun, *p*-Fos and *p*-Stat3. ChIP was performed using Angptl4^+/+^ and Angptl4^−/−^ BMDMs. **D** Relative fold change of ifi202b mRNA in either Angptl4^+/+^ or Angptl4^−/−^ BMDMs after kinase inhibitor screening. **E** Representative immunoblots of total and phosphorylated kinases in Angptl4^+/+^ and Angptl4^−/−^ BMDMs. Loading controls were from the same samples. **F** Connectivity network of the identified kinases involved in the increased (red) or suppressed (blue) expression of ifi202b in monocytes. Blue and red lines indicate the possible networks by which the kinases exert their activating or repressive effects. For panels **A−D**, data are from *n* = 3 independent experiments with triplicate. *p < 0.05, ***p < 0.001. n.s. not significant.

Little information is known about the transcriptional regulation of the ifi202b gene. Thus, we first identified the regulatory sites in the mouse Ifi202b gene. Three DNAse I hypersensitive sites (DHS 1−3) are potential regulatory sites in ifi202b, as suggested by data from the ENCODE database [22] (Fig. S6). All DHS 1−3 have increased susceptibility to DNAse I in Angptl4^−/−^ BMDMs compared with Angptl4^+/+^ BMDMs, indicating increased chromatin accessibility (Fig. 2B). In silico analysis of DHS 1−3 identified putative binding sites for Jun, Fos, and Stat3. ChIP analysis confirmed the increased occupancy of these transcription factors at DHS 1−3 in Angptl4^−/−^ BMDMs compared with Angptl4^+/+^ BMDMs (Fig. 2C). Next, we performed an unbiased 133-kinase inhibitor screen using BMDMs to decipher signaling pathways responsible for Angptl4-mediated regulation of ifi202b expression. Kinase inhibitors that decrease the elevated expression of ifi202b in Angptl4^−/−^ BMDMs indicate that their targets are involved in the signaling cascade. Similarly, kinase inhibitors that upregulate ifi202b expression in Angptl4^+/+^ BMDMs indicate that their targets suppress ifi202b expression (Fig. S7). We identified three kinases that significantly down- and upregulated the expression of ifi202b in Angptl4^−/−^ and Angptl4^+/+^ BMDMs, respectively (Fig. 2D). In the presence of Angptl4, we observed high S6K, FAK, and CDK activation that suppressed the expression of ifi202b. We also identified increased phospho-activated Jak1/2/3, Mek1/2, and Syk kinases in Angptl4^−/−^ BMDMs that activate Jun, Fos, and Stat3 transcription factors (Fig. 2E). Integrating these data with protein interaction networks from the STRING database, we revealed the Angptl4-mediated regulatory networks of the ifi202 gene in monocytes (Fig. 2F).

### Ifi202b regulates monocyte differentiation to macrophages

In the wound milieu, cell fate is guided by microenvironmental cues. For wounds, much of this cue is captured in the wound fluid [23]. Therefore, monocytes isolated from the peripheral blood and bone marrow were cultured in wound exudate to mimic in vivo differentiation conditions (Fig. 3A, S8A). Regardless of the mouse genotype, Angptl4^+/+^ wound fluid induced a higher macrophage to Ly6C^int^ monocyte ratio than Angptl4-deficient wound fluid, recapitulated the in vivo Angptl4^+/+^, Angptl4^−/−^, Angptl4^lysM−/−^ wound microenvironments previously shown and confirmed paracrine cell-matrix communication (Fig. 3B, S8B). The silencing of ifi202b in Angptl4^−/−^ monocytes, whose endogenous ifi202b expression was elevated, rescued the impaired monocyte-to-macrophage transition of Angptl4^−/−^ monocytes in wound fluid from Angptl4^−/−^ wounds or Angptl4^+/+^ wound fluid treated with anti-cAngptl4 monoclonal antibody (mAb; clone 3F4F5) (Fig. 3C-D). This mAb has been shown previously to block the action of cAngptl4 [24]. However, in Angptl4^+/+^ wound fluid, the suppression of ifi202b in Angptl4^−/−^ monocytes did not further induce monocyte differentiation compared with Angptl4^−/−^ monocytes with scrambled siRNA (Fig. 3D). These observations indicate that Angptl4 and ifi202b act along the same modulatory pathway. Ifi202 modulates the transcriptional activity of several transcription factors, such as NF-κB and AP-1 [25–28], that likely impact multiple gene networks involved in cell fate and functions. Indeed, GSEA and IPA functional analyses revealed that ifi202b-associated canonical pathways and functions involved in the inflammatory response and monocyte cell fate were enriched, such as interleukin, TLR, SMAD, and NOTCH signaling (Fig. 3E, S8C) [29, 30]. Taken together, our findings clearly highlight that ifi202b, whose expression is regulated by Angptl4, is a key gatekeeper in monocyte to macrophage differentiation during wound healing.

**Fig. 3:**
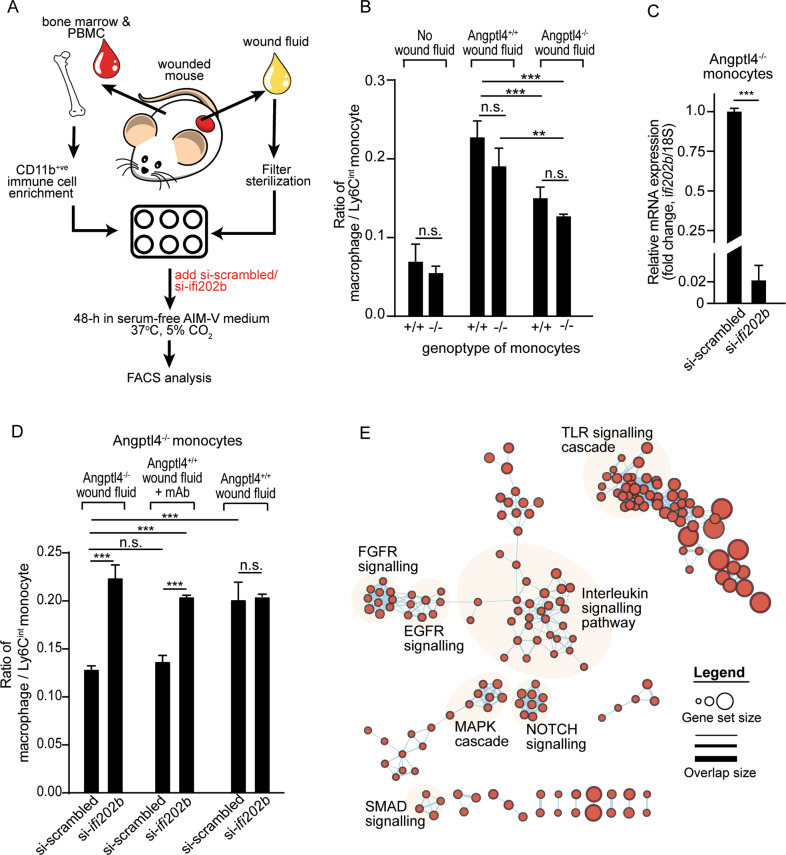
Ifi202b silencing promotes monocyte differentiation to macrophages. **A** Schematic illustration of in vitro monocyte culture supplemented with wound exudate to mimic the in vivo wound microenvironment. PBMC, peripheral blood mononuclear cells. **B** Ratio of macrophage-to-Ly6C^int^ monocytes in Angptl4^+/+^ and Angptl4^−^^/−^ monocytes treated with the indicated wound fluids. Values represent mean ± SD. **C** Relative mRNA expression ifi202b in Angptl4^−/−^ monocytes challenged with Angptl4^−/−^ wound fluid and treated with si-ifi202b. Gene expression was normalized to 18 S rRNA. **D** Ratio of macrophage-to-Ly6C^int^ monocytes in Angptl4^−/−^ monocytes cultured in the indicated wound fluids. Endogenous expression of ifi202b was suppressed by si-ifi202b. si-scrambled served as negative control. mAb denotes blocking anti-cAngptl4 monoclonal antibodies. **E** Functional GSEA of the interaction network associated with ifi202b. Highly enriched cellular functions/processes are highlighted. For panels **B−D**, data are from *n* = 3 independent experiments with triplicate. **p < 0.01, ***p < 0.001. n.s. not significant.

## Discussion

Angptl4 has been implicated in many inflammatory diseases, such as inflammation-induced lung tissue damage [24, 31] and wound healing [9, 16]. The relationship between Angptl4 and inflammation is context-dependent. However, the precise role of Angptl4 in immune cells remains unclear. We showed that Angptl4 in wounds regulates monocyte differentiation to macrophages and coordinates the clearance of neutrophils, thus facilitating the transition from the inflammatory to the proliferative phase of wound healing. There were fewer monocyte-derived macrophages in the absence of Angptl4 in the wound microenvironment, resulting in a prolonged neutrophil presence. The underlying mechanism involves a kinome network that modulates the expression of ifi202b, a transcriptional modulator, to affect multiple pathways involved in cell fate and the inflammatory response.

Macrophage-mediated phagocytosis of apoptotic neutrophils is a key event for transitioning from the inflammatory to the proliferative phase [4, 32]. This dysregulated dynamism between neutrophils and macrophages contributed to the delayed wound healing and stalled inflammation previously observed in Angptl4^−/−^ mice [9, 16]. Angptl4 deficiency in wounds prolongs neutrophil presence and reduces CCR2- and CX3CR1-expressing monocyte-derived macrophages, which are responsible for promoting wound healing [33]. There were fewer mature monocyte-derived macrophages despite similar infiltration of monocytes into Angptl4^−/−^ wounds than Angptl4^+/+^ wounds, as evidenced by flow cytometric and scRNA-sequencing analyses. Our analysis also confirmed a decreased ability of Ly6C^int^ monocytes to acquire an MHC-II^+ve^ phenotype in Angptl4^−/−^ wounds. Consequently, the persistent neutrophil presence and their associated inflammatory response were detrimental to wound repair, which is a major driver of chronic wounds [34].

Angptl4-deficient wound monocytes and macrophages have elevated expression of ifi202b, which is not observed in other wound immune cells. We revealed that an Angptl4-associated kinome network involving FAK and Syk, among other kinases, modulates the expression of ifi202b. The activation of FAK by Angptl4 was consistent with previous studies showing that Angptl4 interacts with specific integrins to activate integrin-FAK signaling, affecting the cellular response in a context-dependent manner [9, 35]. Syk is a nonreceptor tyrosine kinase highly expressed in hematopoietic cells [36, 37]. The activation of Syk leads to downstream activation of signaling mediators such as phosphoinositide 3-kinase and Rac/Rho signaling that contribute to immune cell responses [243]. An in vitro reconstituted wound microenvironment study showed that wound fluid derived from Angptl4^+/+^ wounds could stimulate monocyte to macrophage differentiation, regardless of monocyte genotype. By silencing ifi202b expression, Angptl4^−/−^ monocytes could overcome impaired differentiation due to Angptl4 deficiency or depletion in wound fluids, resulting in more monocyte-derived macrophages. It is also interesting that Angptl4 deficiency in macrophages increased the secretion of more TNF-α than wild-type macrophages following LPS stimulation [12]. This observation is consistent with a stalled or enhanced inflammation phase in Angptl4-deficient wounds. Our GSEA of ifi202b-associated pathways revealed that signaling mediators, such as MAP kinase, SMAD, and NOTCH signaling mediators, were enriched, which are also crucial regulators of monocyte to macrophage differentiation [30, 38]. Interestingly, the cell fates of Ly6C monocytes and the resultant inflammation are coordinately regulated by TLR and Notch signaling, both of which are linked to ifi202b [29]. Conceivably, the dynamics between the activating and suppressive signaling networks due to infiltrated monocytes interrogating the wound microenvironment fine-tune the expression of ifi202b and, consequently, the ratio between monocytes and monocyte-derived macrophages in the wounds.

Our current study identified a role for Angptl4 in the acute inflammatory response to injury. It is conceivable that Angptl4 also plays a distinct role in adaptive immunity involving T and B cells, which were underrepresented in our skin wounding model. Other chronic inflammatory models, such as atherosclerosis or arthritis, may be more suitable. Of particular interest is systemic lupus erythematosus (SLE). SLE is an autoimmune disease with common clinical manifestations in skin lesions, hyperkeratosis, and scarring [39]. Treatment strategies against SLE generally involve immunosuppression that poorly addresses disease manifestations. It is widely established that genetic predisposition has a key role in susceptibility to SLE [40]. To date, ifi202b is best studied for its role as an SLE susceptibility gene. Interestingly, Angptl4 has been identified as a candidate biomarker for lupus nephritis in patients with SLE [41, 42]. In patient sera, Angptl4 expression was significantly lower than that in healthy controls. Clearly, further investigation will be necessary to confirm a role for Angptl4 in SLE.

In conclusion, Angptl4 in the wound milieu regulates the expression of ifi202b, which acts as a gatekeeper facilitating wound monocyte-to-macrophage differentiation during wound healing.

## Materials and Methods

### Mouse excisional skin wounding

Eight-weeks old wild-type C57BL/6 J male mice (Invivos, Singapore) and Angptl4^−^^/−^ male mice (Genentech UNQ171, Mutant Mouse Regional Resource Center (MMRRC)) were housed in a specific-pathogen-free environment and maintained at 24 °C and 50% humidity with a 12 h light/dark cycle. Under anesthesia, the dorsal skin was depilated and sterilized, and 3 mm excisional wounds were made with a biopsy punch [43]. Power analysis was used to determined sample size. All experiments were performed following the guidelines of the Institutional Animal Care and Use Committee (NTU-IACUC: A0324, A19034).

### In vitro reconstituted wound microenvironment

CD11b^+^ immune cells isolated from peripheral blood mononuclear cells and bone marrow were cultured in serum-free AIM-V^TM^ medium (Gibco) with 2% penicillin/streptomycin at a density of 2 × 10^6^ cells/mL and challenged with 20% (v/v) wound fluids from Angptl4^+/+^ and Angptl4^−^^/−^ mice to mimic the wound microenvironment. Angptl4 neutralizing mAb (10 μg/mL; clone 3F4F5) was added to deplete cAngptl4 in Angptl4^+/+^ wound fluid. After 48 h, cells were retrieved and subjected to FACS analysis using antibodies, as shown in Table S2, based on the gating strategy in Fig. S1A. The macrophage/Ly6C^int^ monocyte ratio was calculated based on (Differentiating macrophages [Population 3] + Macrophages [Population 4])/ Ly6C^int^ monocytes [Population 2].

### Flow cytometry

Wound tissues were dissociated using 1 mg/mL Type 3 collagenase and 10 U/mL DNAsel for 1 h in a 37 °C water bath. Cells were separated through a 30 μm strainer, blocked with 3% BSA containing Fc blocker, and stained with selected antibodies (Table S2). FACS data were collected using BD LSRFortessa X-20 and analyzed on FlowJo.

### Single-cell RNA sequencing and bioinformatic analysis

Cell suspensions from wound tissues were stained with CD45-APC and propidium iodide before sorting on a BD FACSAria^TM^ Fusion. Live immune cells (CD45^+^ PI^-^) were collected and washed with PBS before proceeding to single-cell library preparation. Single-cell droplets and cDNA libraries were prepared using a Chromium Single Cell 3’ V3 kit (10X Genomics) according to the manufacturer’s instructions. The cDNA libraries were sequenced on an Illumina NovaSeq6000. Raw sequencing reads were aligned to the mm10 mouse reference genome using Cell Ranger (v3.1.0) to generate single-cell count matrices that were normalized, integrated, and annotated using Seurat (v3.0) [44].

### Statistical analysis

Statistical analysis was performed using Prism 9 (GraphPad Software Inc). Unless otherwise stated, statistical significance was calculated using unpaired Student’s *t-*test for comparisons between two groups or one-way ANOVA followed by Tukey’s test for comparisons between multiple (>2) groups. A *p-*value of <0.05 was considered statistically significant. Power analysis was used to determined sample size.

## Supplementary information

Supporting Information and Data

RAW Westerns

Reproducibility checklist

## Data Availability

Single-cell RNA-seq data were deposited at the Gene Expression Omnibus (GEO; Accession number: GSE186986). More detailed methods are presented in the Supporting Information.

How the deposited data were processed for this re-analysis (not part of the article)

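Live CD45+ cells sorted from excisional skin wounds of Angptl4+/+ and Angptl4-/- mice at 1 and 5 dpw were measured by droplet single-cell RNA sequencing in 4 libraries, 1 per genotype and time point. The authors deposited raw counts of UMIs per gene and barcode, made with Cell Ranger (3.1.0) on the mm10 genome, and no normalization had been applied to the deposited counts. The authors also deposited the lists of genes and barcodes that go with these counts. The values were whole numbers, as counts are. No annotation of the cells came with the counts, and the paper states that the authors normalized, integrated and annotated them with Seurat (3.0). The files list 31053 genes, of which 30934 had a place in GENCODE vM21 on GRCm38.

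The libraries held 5419 and 5052 barcodes in Angptl4+/+ wounds at 1 and 5 dpw, and 4826 and 4772 in Angptl4-/- wounds, 20069 in all with 117162931 UMIs. Barcodes with at least 200 genes and at most 10% of UMIs from mitochondrial genes were kept, which left 19827 cells with 116658926 UMIs. The paper's reported value is 19579 cells, and the paper's text does not name its filter. Median genes per passing cell were 1190.5 and 1289 in Angptl4+/+ wounds at 1 and 5 dpw, and 1114.5 and 1165 in Angptl4-/- wounds. Their median mitochondrial percentages were 0.455% and 0.785% in Angptl4+/+, and 0.378% and 0.448% in Angptl4-/- wounds. Each barcode was scored within its library against simulated doublets, and the highest-scoring 0.8% per 1000 barcodes, 4.34% and 4.04% of the Angptl4+/+ and 3.86% and 3.82% of the Angptl4-/- cells, were called doublets. They were kept in the main results and removed in an alternative.

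Counts were normalized to 10000 UMIs per cell and put on a log scale. The libraries were integrated with Seurat (5.3.0) in R (4.3.3) on 2000 variable genes, 30 dimensions and 30 principal components, with the 18 genes that the paper names for these data left out of the features so that no class rested on them. Louvain clusters at resolution 0.5 took the name of the marker list with the highest mean score when at least 3 of its genes were detected. A cluster stayed unnamed where its leading 10 genes by fold held more markers of another class than of its own, or where its cells were shallow and none of its own markers led it. The neutrophil-like cells were split with k-means into 2 groups from 25 starts. Monocle was not used, and a minimum spanning tree over 8 sub-clusters described the branches. The gates were set at 1 on log-normalized values scaled over all passing cells, with scaled values capped at 10.

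With 1 library per condition, no test of a difference between the conditions, p-value or standard error was computed. The strain tests below give percentiles among random lists of genes. Shares have exact Clopper-Pearson, differences of shares Newcombe, sums of UMIs exact Poisson, and ratios exact conditional binomial intervals, all at 95%, and these cover counting error only. A library with 0 UMIs of a gene was set at a floor of 3 UMIs, and the ratio is then a bound. Such a bound takes the floor as given, and the limit of the exact interval lies nearer to no change. For Ifi202b in monocyte-like plus macrophage-like cells at 5 dpw, the bound was 9.20 on the log2 scale and the lower limit 8.90. Free RNA was weighed with the level of 7 macrophage genes in other classes. The named genes are those the paper names for these data and, by a rule set in advance, the 5 genes with the largest increase and the 5 with the largest decrease by the smaller of the 2 log2 ratios, among genes with at least 100 UMIs in monocyte-like plus macrophage-like cells and the same sign on both days. The strain tests counted genes within 10 Mb of Angptl4, Ifi202b and Hebp1, and genes within 5 Mb of each other, against 10000 random lists matched on expression. Shared sequence was measured over all stretches of 31 bases in the GENCODE transcripts. Lists of 24 interferon-induced genes, Isg15 among them, and of 14 other genes of the Ifi200 family were compared between the genotypes. Monocyte-like and macrophage-like cells were also put into 4 groups of like size by the sum of the interferon-induced genes per UMI.

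The alternatives for every result were no filter on cells, a stricter filter (at least 500 genes and at most 5% mitochondrial UMIs), removal of doublets, no integration, resolution 0.2, resolution 1.0, cells named one by one from the marker lists, and the named genes kept among the features. For the gates they were also unscaled log values, scaling within monocyte-like and macrophage-like cells, gating of all cells, and thinning to 1000 UMIs. For the gene ratios they were also TMM scaling with edgeR (4.0.16), equal weight per cell, and the same thinning. For the shares of cell classes, cells thinned to 1000 UMIs were also integrated, clustered and named again, an alternative chosen after the values were seen. Python (3.11.15) with numpy (2.4.6), scipy (1.17.1), pandas (2.3.3) and matplotlib (3.10.9) was used for the rest.

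The steps were tested on simulated data, with counts drawn from the profile of the 4 libraries pooled for 9831 genes. All of the 200 genes made to differ were recovered among the 200 highest, with a median error of -0.02 on the log2 scale, and for the other genes 96.2% of the intervals held the simulated ratio. The intervals of differences between shares held the simulated difference in 93.6% of 1000 draws. Of 100 planted blocks of neighbouring genes, 100 came out above the 95th percentile of the location test, and 3 of 100 empty blocks did. The planted blocks held a far larger share of changed genes than the real neighbourhoods, so this does not give the power of the real test. Counts and shares were drawn from the same models that the intervals assume, without spread between cells or mice. The coverage therefore holds for counting error only. Flow cytometry, cultured cells, kinase arrays and wound exudates were left out because the counts do not cover them.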

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

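The tests on depth, on interferon-induced genes, on dendritic cells, neutrophils and monocytes taken apart, on neighbouring genes over the whole genome, on shared sequence and on the number of libraries were chosen only after the result was seen.

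The macrophage-like share rose from 1 to 5 dpw in Angptl4+/+ wounds, by 9.88 percentage points, and fell by 3.81 in Angptl4-/- wounds. Monocyte-like plus macrophage-like cells moved the same way, by 9.87 in Angptl4+/+ and -3.67 in Angptl4-/- wounds. Each change was beyond its counting interval, but the difference between the genotypes was not tested. Depth was a candidate explanation, because the median UMIs per cell of each genotype's library were lower at 5 dpw, although macrophage-like cells had more, with medians of 6850 and 8335 UMIs in Angptl4+/+ and 5833 and 11502.5 in Angptl4-/- wounds at 1 and 5 dpw. With each cell thinned to 1000 UMIs and the thinned cells clustered and named again, the change was -2.85 percentage points (-4.28 to -1.42) in Angptl4-/- wounds and 9.92 (8.23 to 11.6) in Angptl4+/+ wounds. The opposite changes at one depth argue against depth as the whole cause. Differences between mice or libraries of one condition cannot be told apart from the genotype, since there was 1 library per condition. The genotype, and any difference in age or housing between the mice of the libraries, stay open.

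The Cx3cr1 gate was higher in Angptl4-/- than in Angptl4+/+ wounds at 1 dpw, by 0.339 percentage points, and lower at 5 dpw, by a difference of -5.03 percentage points. These opposite signs were not tested against each other. The value at 1 dpw rests on 22 cells in Angptl4+/+ and 36 in Angptl4-/- wounds, and it was -0.0741 percentage points with cells thinned to 1000 UMIs, from 5 Angptl4+/+ cells and 1 Angptl4-/- cell, so whether it depends on depth is not settled. The difference at 5 dpw kept its sign under all 12 alternatives. No biological explanation was tested.

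B cell-like cells, for which the paper's text gives no share, formed a cluster of 55 cells led by Igkc, Cd79a and Ms4a1. Their median doublet score was 0.133, the lowest of the 12 clusters, and 2 of these cells, 1 in each library at 5 dpw, were called doublets. The cluster depends on the filter and on depth. Under the stricter filter on cells, and with thinned cells clustered again, 0 cells were named B cell-like in each library. The stricter filter removed 45 of the 55, all for more than 5% of mitochondrial UMIs, and the other 10 were named NK cell/T cell-like there. Whether they came from wound tissue or from blood was not tested, and no biological explanation was tested.

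Besides Ifi202b, the largest increases in monocyte-like plus macrophage-like cells of Angptl4-/- wounds were in genes that the paper's text does not name. By the smaller of the 2 days' log2 ratios, Gm10036 (chromosome 18) stood at 6.23, with 3 and 6 UMIs in Angptl4+/+ and 409 and 286 in Angptl4-/- wounds at 1 and 5 dpw. Gm10093 (chromosome 17) had 0 UMIs in Angptl4+/+ wounds and 82 and 57 in Angptl4-/- wounds, at least 40.3-fold and 30.0-fold higher, a bound of 4.91 on the log2 scale. Adgrg5 (chromosome 8) stood at 4.82, with 6 and 13 UMIs in Angptl4+/+ and 115 and 236 in Angptl4-/- wounds. Gm15056 (chromosome 8) stood at 4.22, with 17 and 1 UMIs in Angptl4+/+ and 215 and 32 in Angptl4-/- wounds.

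Reads shared with a near-identical gene are a candidate explanation for the pseudogenes Gm10036 and Gm10093. At least 76.6% of the stretches of 31 bases in each of them were found in transcripts of 1 other gene, Rpl11 for Gm10036 and Hdac1 for Gm10093, where it was 86.1%. Rpl11 had log2 ratios of 0.00 and 0.10, so a change in Rpl11 itself would not account for Gm10036, whereas a sequence difference that moves some of its reads stays open. Hdac1 was lower in Angptl4-/- wounds, with log2 ratios of -1.14 and -0.36 at 1 and 5 dpw, so reads that moved from Hdac1 to Gm10093 stay open. For Adgrg5 and Gm15056 the shared stretches were 0% (no gene shared any), which argues against shared reads on the reference sequence. For both, a strain difference and an effect of Angptl4 stay open.

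Ifi202b and Hebp1 belong to the same pattern. Free RNA in the droplets was argued against for monocyte-like and macrophage-like cells taken together, because in Angptl4-/- wounds their CPM in monocyte-like plus macrophage-like cells was at least 1.96 times that of neutrophil-like, dendritic cell-like and NK cell/T cell-like cells. For Ifi202b in monocyte-like cells taken apart, the values argue against free RNA from macrophages as the whole source. In Angptl4-/- wounds it had 69.6 and 73.9 CPM in these cells at 1 and 5 dpw. Neutrophil-like cells of the same libraries, which free RNA would also reach, had 4.20 and 6.93 CPM. As a percentage of the macrophage-like level, Ifi202b stood at 27.8% and 56.5% in monocyte-like cells. The median of 7 macrophage genes stood at 3.11% and 0.843% there. Ifi202b was 0.618 times the highest of these genes at 1 dpw and above it at 5 dpw, so a part from macrophages is not excluded. Hebp1 in Angptl4-/- monocyte-like cells stood at 149% and 88.3% of its macrophage-like level at 1 and 5 dpw. The highest of the 7 macrophage genes stood at 44.9% and 34.8%, which argues against free RNA from macrophages as the whole source of Hebp1 there. Expression of Ifi202b and Hebp1 by monocyte-like cells themselves was not tested in any other way. A stronger interferon response was argued against as the whole cause. Monocyte-like and macrophage-like cells were put into 4 groups of like size by 24 interferon-induced genes, Isg15 among them. The Angptl4-/- cells of the lowest group were above the Angptl4+/+ cells of the highest group by a log2 ratio of 5.30 and at least 5.35 for Ifi202b at 1 and 5 dpw, and of 5.60 and 2.52 (2.02 to 3.06) for Hebp1. A contribution of interferon is not excluded. The level of Ifi202b in Angptl4-/- wounds at 1 dpw rose from 75.6 CPM in the lowest to 349 CPM in the highest group. The median log2 ratio of the 24 genes between the genotypes was 0.161 at 1 dpw and 0.162 at 5 dpw, with Isg15 highest at 1.24 and 1.27. In neutrophil-like cells the medians were 0.296 and 0.271 over 22 of these genes, and Isg15 had 1.58 and 1.24. Shared sequence was argued against by the share of 31-base stretches found in another gene, 1.14% at most.

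A strain variant carried with the knockout allele stays a candidate explanation. The paper's methods name different sources for the Angptl4-/- and the Angptl4+/+ mice. Of 313 genes within 10 Mb of Angptl4, Ifi202b and Hebp1, without the Ifi200 family, 4 differed by at least 0.5 on the log2 scale in one direction in monocyte-like plus macrophage-like cells and in neutrophil-like cells on both days. This was above 98.55% of random lists, and the window and the size limits were set after the genes were seen. With a limit of 0.25 the percentile was 99.98, and with a limit of 1 it was 70.55. By place at 0.5 it was 99.29 around Hebp1 (Eps8 and Dera), 77.31 around Ifi202b (F11r) and 53.13 around Angptl4 (A930015D03Rik). At 0.25 each place held 4 changed genes, with percentiles of 99.88, 98.85 and 85.62. At 1 the places around Hebp1 and Ifi202b held 0, and the 1 around Angptl4 gave 81.07. Some neighbours changed more in monocyte-like plus macrophage-like cells but did not meet the rule in neutrophil-like cells, and they were picked out after their values were seen. Apold1, near Hebp1, had log2 ratios of 4.49 and 3.43 and at most 3 UMIs per library in neutrophil-like cells. Fcrla, near Ifi202b, had 1.66 and 2.39, and Olfml2b, also near Ifi202b, had -1.34 and -1.85.

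A difference in strain over several stretches of the genome is the wider form of that explanation. Over 7300 genes, 16 of the 27 with such a difference had another of them within 5 Mb, against a mean of 3.79 in random lists, a percentile of 99.99. Chromosome 4 held 7 of the 27, among them Skint3, Zfp984 and Isg15, which do not lie within 5 Mb of each other. Gene families, overlapping genes and neighbours regulated together could give the same picture, and the pattern was found and tested on the same data. Sequence variants cannot be read from counts, so a strain difference and an effect of Angptl4 both stay open for Ifi202b and Hebp1.

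Ifi202b and Hebp1 were also higher in Angptl4-/- cells outside the monocytes and macrophages. In dendritic cell-like cells Ifi202b stood at no less than 4.92 times the highest level that free RNA or mixed macrophages gave to 7 macrophage genes. In neutrophil-like cells the figure was 7.04 for Ifi202b and 26.9 for Hebp1. These values argue against free RNA and macrophage doublets as the whole source. A difference carried by all myeloid cells, by genotype or by strain, stays open.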

How the results depend on the processing

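One alternative, thinned cells clustered again, was chosen only after the result was seen, and the other alternatives, the marker lists, the filters and the rule for named genes were set before the data were examined. Nothing paired the libraries by animal or batch. A fit over the 4 libraries with the time point as a block was not run, since each genotype had 1 library per time point and the genotypes were compared at each time point.

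The 24 results were recomputed, which gave 249 alternative values. In 217 the value stayed within the counting interval of the main value, in 28 it moved beyond it with the same sign or with a sign that the main interval did not settle, and in 4 it reversed. For 17 of the 24 results, all alternatives that were run gave the sign of the main value. Equal weight per cell gave no value for the ratio of Ifi202b between the genotypes at 5 dpw, since the Angptl4+/+ mean was 0.

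The rise of the macrophage-like share in Angptl4+/+ wounds ranged from 7.54 to 10.3 percentage points and its fall in Angptl4-/- wounds from -4.48 to -2.81. The log2 ratio of Ifi202b between the genotypes at 1 dpw ranged from 7.99 to 8.84 and that of Hebp1 from 4.93 to 5.41. The dendritic cell-like difference at 5 dpw ranged from -2.00 to -1.17 percentage points.

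Without integration, the change in the neutrophil-like share was -12.0 percentage points in Angptl4+/+ wounds and 0.265 in Angptl4-/- wounds, the latter reversed. A cluster of 4774 cells for which the neutrophil list scored highest stayed unnamed in that setting, because Spp1 was among its leading genes, and unnamed cells were 25.3% and 19.0% of Angptl4+/+ and 27.8% and 24.3% of Angptl4-/- cells at 1 and 5 dpw. These cells are missing from the neutrophil-like share there by construction. With cells named one by one, the changes were -22.0 in Angptl4+/+ and -8.20 in Angptl4-/- wounds, the monocyte-like difference at 5 dpw was -1.005, and the macrophage-like to monocyte-like log2 ratio of Ifi202b was 0.80 at 1 dpw and -0.094, reversed, at 5 dpw. That of Hebp1 at 5 dpw was -0.11. The cause was not tested.

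At resolution 1.0 a second monocyte-like cluster of 952 cells moved the border between monocyte-like and macrophage-like cells. There the macrophage-like rise in Angptl4+/+ wounds was 7.54 percentage points and the monocyte-like difference at 5 dpw was -2.46. The macrophage-like to monocyte-like log2 ratio of Ifi202b was 0.44 at 1 dpw and -0.73, reversed, at 5 dpw, and that of Hebp1 was -0.76 and -0.51. The second cluster was led by Ifit1bl1 and Mx1, with the interferon-induced genes Ifit2 and Cxcl10 among its 10 leading genes. Ifi202b in Angptl4-/- wounds at 5 dpw rose from 53.5 CPM in the lowest to 299 CPM in the highest of the 4 interferon groups. Whether this accounts for the reversed ratio of Ifi202b was not tested, and for Hebp1 the cause was not tested.

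With thinned cells clustered and named again, the neutrophil-like share changed by -8.20 percentage points in Angptl4-/- wounds. Clusters of 1739 and 873 cells for which the neutrophil list scored highest stayed unnamed there, and unnamed cells were 13.2% and 16.9% of Angptl4-/- cells at 1 and 5 dpw, which are missing from that share by construction. The other 9 differences of shares recomputed in this way stayed within the counting intervals of their main values, but the shares of single libraries moved. Dendritic cell-like cells were 0.762% and 2.90% of Angptl4+/+ and 0.828% and 1.57% of Angptl4-/- cells at 1 and 5 dpw, and a cluster of 491 cells led by Ciita and H2-Eb1 took the name of the plasmacytoid dendritic cell list there. The monocyte-like share of Angptl4+/+ wounds at 1 dpw was 3.43%.

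Thinning to 1000 UMIs gave gate differences of -1.14 for Il7r at 1 dpw, -0.0741, reversed but from 5 Angptl4+/+ cells and 1 Angptl4-/- cell, for Cx3cr1 at 1 dpw, -2.52 for Ccr2 at 5 dpw and -0.577 for Cx3cr1 at 5 dpw. Fewer cells reach a gate at that depth by construction, and for the sign at so few cells the cause was not tested. It also gave a bound of 5.98 for the log2 ratio of Ifi202b between the genotypes at 5 dpw, macrophage-like to monocyte-like log2 ratios of 1.50 and 1.29 for Ifi202b at 1 and 5 dpw, and -0.27 for Hebp1 at 1 dpw. For the last 3 values the cause was not tested.

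The scale of the gates changed their size but not their sign at 5 dpw. Unscaled log values gave -5.45 for Ccr2 and -3.06 for Cx3cr1 at 5 dpw. Scaling within monocyte-like and macrophage-like cells gave -1.54 and -2.42 at 5 dpw, and 0.000522 for Cx3cr1 at 1 dpw. Gating all cells gave -2.27 for Il7r at 5 dpw. TMM scaling gave a macrophage-like to monocyte-like log2 ratio of -0.40 for Hebp1 at 1 dpw, and equal weight per cell gave -0.36. Equal weight per cell also gave 3.099 for Hebp1 between the genotypes at 5 dpw. The cause was not tested.

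Depth limits the smaller groups. The B cell-like class held 2 cells in Angptl4-/- wounds at 1 dpw, Cd207 was seen in 5 cells at most of a library at 1 dpw, and ratios against 0 or 1 UMI in Angptl4+/+ wounds are bounds or have wide intervals. The monocyte-like difference at 5 dpw had an interval from -0.730 to 0.606 percentage points, and a difference within it was not detectable.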

Differences from the paper's values

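No test was added for these comparisons after the result was seen. A value is listed where it differed from the paper's by more than the longer arm of its 95% interval and one of both values was more than 1.5 times the other. By this rule the Cx3cr1 gate in Angptl4+/+ wounds at 1 dpw is not listed, at 0.412% (0.258 to 0.622), although the paper's 0.23% lies outside the interval. The alternatives named here were set before the data were examined, and each gate had 12.

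For the Il7r gate in Angptl4+/+ wounds at 1 dpw the value was 10.2% and the paper's reported value is 5.41%. Scaling within monocyte-like and macrophage-like cells (7.67%) and thinning to 1000 UMIs (5.30%) brought the value within that margin, and the other 10 alternatives did not. For Angptl4-/- wounds at 1 dpw it was 7.86% against the paper's 3.75%, and thinning (4.16%) alone came within the margin. In Angptl4+/+ wounds at 5 dpw it was 4.29% against the paper's 1.34%, and no alternative came within the margin. In Angptl4-/- wounds at 5 dpw it was 3.06% against the paper's 0.92%, and thinning (1.34%) alone came within it.

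For the Ccr2 gate in Angptl4+/+ wounds at 1 dpw the value was 3.11% and the paper's is 2.06%. No filter on cells (3.03%), the stricter filter (3.04%), removal of doublets (3.07%), cells named one by one (2.84%) and unscaled log values (2.39%) came within the margin, and the other 7 alternatives did not. For Angptl4-/- wounds at 1 dpw it was 3.13% against the paper's 1.96%. The stricter filter (2.90%), cells named one by one (2.79%) and unscaled log values (2.54%) came within the margin, and the other 9 did not. The Angptl4+/+ value at 5 dpw was 10.1% against the paper's 4.79%, and thinning (3.43%) alone came within the margin. The Angptl4-/- value at 5 dpw was 3.63% against the paper's 2.11%. Cells named one by one (2.87%) and unscaled log values (3.12%) came within the margin, and the other 10 did not.

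For the Cx3cr1 gate in Angptl4-/- wounds at 1 dpw the value was 0.750% and the paper's is 0.30%. Unscaled log values (0.292%) and scaling within monocyte-like and macrophage-like cells (0.188%) came within the margin. At the later time it was 6.69% in Angptl4+/+ wounds against the paper's 3.76%, and 1.67% in Angptl4-/- wounds against the paper's 0.81%. Unscaled log values gave 3.92% and 0.865% there, and scaling within monocyte-like and macrophage-like cells gave 2.97% and 0.549%, all within the margin. For each of these 3 values, the other 10 alternatives did not come within it.

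The paper states that all gated populations were smaller in Angptl4-/- wounds. At 1 dpw the difference was 0.0212 percentage points for the Ccr2 gate, with an interval from -0.655 to 0.706, and 0.339 for the Cx3cr1 gate. The paper's own values for the Cx3cr1 gate at 1 dpw are 0.23% in Angptl4+/+ and 0.30% in Angptl4-/- wounds. The sign turned for the Ccr2 gate at 1 dpw under the stricter filter (-0.138), with cells named one by one (-0.0504) and with thinning (-0.112), and for the Cx3cr1 gate with thinning (-0.0741, from 5 Angptl4+/+ cells and 1 Angptl4-/- cell).

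The paper states that Ifi202b and Hebp1 were raised in Angptl4-/- monocytes and macrophages and in no other immune cells. Here the log2 ratio of Hebp1 in neutrophil-like cells was 7.72 (5.23 to 13.03) at 1 dpw and 7.55 (5.06 to 12.86) at 5 dpw, each against 1 UMI in Angptl4+/+ wounds, and Ifi202b was at least 27.5-fold higher in neutrophil-like and at least 50.3-fold higher in dendritic cell-like cells at 1 dpw.

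The paper states that Hebp1 did not change between monocytes and macrophages. At 1 dpw in Angptl4-/- wounds its log2 ratio was -0.58, with an interval from -0.74 to -0.42. At 5 dpw it was 0.18, with an interval from -0.08 to 0.44. Of the alternatives at 1 dpw, thinning came nearest to 0, with -0.27.

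Of the 4 factors that the paper gives to its first group of neutrophils, Cxcr2 served to name a subset here. Mmp9 and Lrg1 were higher in that subset, and Tgfb1 was higher in the other, with log2 ratios from 0.88 to 1.81. The subsets were rebuilt and can differ from the paper's clusters.

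The paper states that macrophages had high H2-Aa and Adgre1 where monocytes had high Ly6c2. At 1 dpw, H2-Aa had a macrophage-like to monocyte-like log2 ratio of -0.36 in Angptl4-/- wounds, and that of Adgre1 was -0.15 in Angptl4+/+ and 0.06 in Angptl4-/- wounds.

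The paper describes a pair of main branches of monocyte development. The tree drawn here had 4 end points and 2 branch points. It was built by another method, and the number of its ends depends on the number of sub-clusters.

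The paper's methods state that the mice were male. Xist stood at 389 and 658 CPM in Angptl4+/+ and at 322 and 534 CPM in Angptl4-/- wounds at 1 and 5 dpw, and the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty had 3 UMIs over the 4 libraries. These values argue against male mice as the source of the sequenced cells.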

Other observations

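No test is added in this part, and all values were looked at only after the results were seen, apart from the genes named by the rule on size.

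Xist had 55366 UMIs over the 4 libraries. It was seen in 80.6% and 86.1% of macrophage-like cells of Angptl4+/+ wounds at 1 and 5 dpw, and in 75.4% and 91.1% of those of Angptl4-/- wounds. Ddx3y, Eif2s3y and Kdm5d had 0 UMIs in every library, and Uty had 3 in Angptl4-/- wounds at 5 dpw. The paper's methods name male mice, and these values argue against male mice as the source of the cells in each of the 4 libraries. The sex of the mice behind the libraries was not tested in any other way.

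The largest decreases in Angptl4-/- monocyte-like plus macrophage-like cells, by the rule on size, were in Fblim1, Padi4, Cited1, Skint3 and Olfml2b. The log2 ratio at 1 and 5 dpw was -5.51 and -2.05 for Fblim1, -2.00 and -1.81 for Padi4, -1.83 and -1.42 for Skint3, and -1.34 and -1.85 for Olfml2b. Cited1 had -4.48 at 1 dpw and -1.66 at 5 dpw, where it had 5 UMIs in Angptl4+/+ and 1 in Angptl4-/- wounds and an interval from -7.23 to 1.50. Fblim1, Padi4 and Skint3 lie on chromosome 4.

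Isg15, on chromosome 4, had log2 ratios of 1.24 and 1.27 in monocyte-like plus macrophage-like cells at 1 and 5 dpw, and 1.58 and 1.24 in neutrophil-like cells. Eps8, which lies near Hebp1 on chromosome 6, had -1.74 and -0.60 in monocyte-like plus macrophage-like cells. In neutrophil-like cells it had -8.35 at 1 dpw, with 350 UMIs in Angptl4+/+ and 1 in Angptl4-/- wounds, and -2.08 at 5 dpw, with 300 and 101. Trem2 in monocyte-like plus macrophage-like cells had -1.01 on both days.

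The monocyte-like cluster was led by Ace, Adgre4 and Ear2, and Ly6c2 in it reached 1459 CPM at most. Il7r, which the paper uses to gate inflammatory monocytes, had 9 UMIs in monocyte-like and 3661 in macrophage-like cells of Angptl4+/+ wounds at 1 dpw.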
